A study of Mus musculus with 16 samples.

How the data were processed

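Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in male mouse germ cells taken from a strain carrying the Mvh-Venus fluorescent germ-cell reporter. Per the labels, 16 samples form 8 groups of 2: germ cells of *Morc1* heterozygous or *Morc1* knockout mice at embryonic days 13.5 and 16.5 (E13.5, E16.5) and postnatal days 0 and 3 (P0, P3). Groups were taken from the sample titles.

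The authors deposited 8 peak lists, 1 per stage and genotype. Each list has 3 columns, the chromosome and the start and end of each peak, with no other value per peak: no height, score, fold enrichment or p-value is given, and no list is per sample. The peaks of each list are sorted by position, do not overlap one another and, except for 0 to 3 peaks per list, are 501 bp wide. The labels' extraction protocol describes nuclei isolation, tagmentation and PCR. The aligner, the peak caller, its threshold, the handling of duplicate reads, the genome build and whether the 2 samples of a group were pooled before peak calling are stated neither in the labels nor in the files. Fixed-width intervals keep the position of a peak and discard its original extent, so differences in peak breadth cannot be seen in these lists.

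These files contain no read counts, so the sequencing depth behind each list is unknown. The number of peaks in a list depends on depth and on the calling threshold as well as on the cells. With 1 list per group there is no spread between replicates, and no test of genotype or stage across samples was possible. Shares of peaks are given with 95% Wilson confidence intervals, which cover counting error over peaks only; the interval of a ratio is the Wilson interval of the corresponding share converted to a ratio. A difference outside these intervals is a difference between the lists and has not been compared with the difference between replicate samples.

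The 2 P0 lists were identical in every row, and so were the 2 P3 lists. As planned for identical lists, no genotype comparison was made at P0 or P3. Each pair was used once, as the P0 list and the P3 list, with no genotype attached to it, which leaves 6 distinct lists.

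The build was checked against 43800 ends of protein-coding genes in a RefSeq gene table of assembly GRCm38. A peak lay within 250 bp of 25.6% to 27.3% of these ends across the 6 lists. When the ends were moved by 10 kb in either direction, 2.44% to 3.47% were met. Peak positions are therefore given as the files hold them, read as GRCm38 and written 1-based. The gene table gives the outer ends of each gene and no strand, so a transcription start could not be told from a transcript end. In place of the planned transcription starts, both outer ends of every annotated gene were used. Starts inside a gene's outer bounds are not covered by this measure.

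Peaks of 2 lists were counted as overlapping when they shared at least 1 bp. At E13.5 and E16.5, a knockout-only peak is a peak of the knockout list with no overlap in the heterozygous list of the same stage, and a heterozygous-only peak is the reverse. Lists were also compared by the Jaccard index, the number of bases in both lists divided by the number in either. A peak was assigned to a gene end when it overlapped a window of 1000 bp on each side of an outer end of any annotated gene, to a gene when it lay elsewhere within a gene's bounds, and otherwise between genes. The background for gene ends was the share after moving all peaks by 100 kb, averaged over both directions. Persistence is the share of a set of peaks that overlapped a list of another stage. Gene-poor windows are 1 Mb windows that hold the lower outer end of at most 1 protein-coding gene, and a peak belongs to the window of its midpoint.

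Genes named in the text come from a list of 21. This list, the comparisons and the alternatives below were fixed before the data were examined, unless stated otherwise. The list holds *Morc1*, germ-cell and transposon-silencing genes, and 2 widely expressed genes. The same rule would have named the genotype-specific peaks with the highest score, or the widest where no score is given. With no score and 1 width the rule selects none, so no single genotype-specific peak was chosen by rank.

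The alternatives were a reciprocal overlap of at least 50%, counting peaks within 500 bp as shared, merging peaks within 500 bp, autosomes only, gene-end windows of 500 bp, and protein-coding genes only. The chromosome comparison, the gene-poor windows and their alternatives were chosen after the data were seen. Stricter thresholds and equal list sizes need a ranking of peaks and were not run. The planned share of repeat-masked bases needs a genome sequence and was not computed here. Overlap counts were checked against bedtools 2.31.1 for 6 comparisons, with equal counts, and tested on simulated data: with 5000 and 8000 private peaks placed in lists of 32448 and 35448 peaks, 5000 and 8000 were found. Both simulated lists were drawn from the E13.5 heterozygous list with small shifts, so that shared peaks had to overlap. The simulation therefore checks the counting only, and says nothing on the choice of overlap rule. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.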

Results

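To examine whether loss of *Morc1*, a gene whose product takes part in transposon silencing in male germ cells, alters accessible chromatin in gonocytes, ATAC-seq peak lists were compared between *Morc1* heterozygous and *Morc1* knockout germ cells. Gonocytes are the male germ cells of the fetal and newborn testis. The series holds 16 samples, 2 for each combination of 4 stages (E13.5, E16.5, P0 and P3) and 2 genotypes, and 1 peak list for each combination. Because no list belongs to a single sample, no value below has a spread between replicates. The read depth of the lists is unknown.

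The lists held 40448 peaks in E13.5 heterozygous cells, 39559 in E13.5 knockout cells, 53687 in E16.5 heterozygous cells and 57117 in E16.5 knockout cells. These peaks covered 20.3, 19.8, 26.9 and 28.6 Mb. The P0 list deposited for heterozygous cells and that deposited for knockout cells were identical in all 67258 rows (33.7 Mb). The P3 lists of the 2 genotypes were likewise identical in all 44760 rows (22.4 Mb). At E13.5, by contrast, 382 of 31822 overlapping peaks (1.20%) had the same coordinates in both genotypes, and at E16.5 this held for 391 of 43678 (0.895%). The genotypes were therefore compared at E13.5 and E16.5 only. The P0 and P3 lists were used to follow stages, without a genotype.

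**Figure D1:**
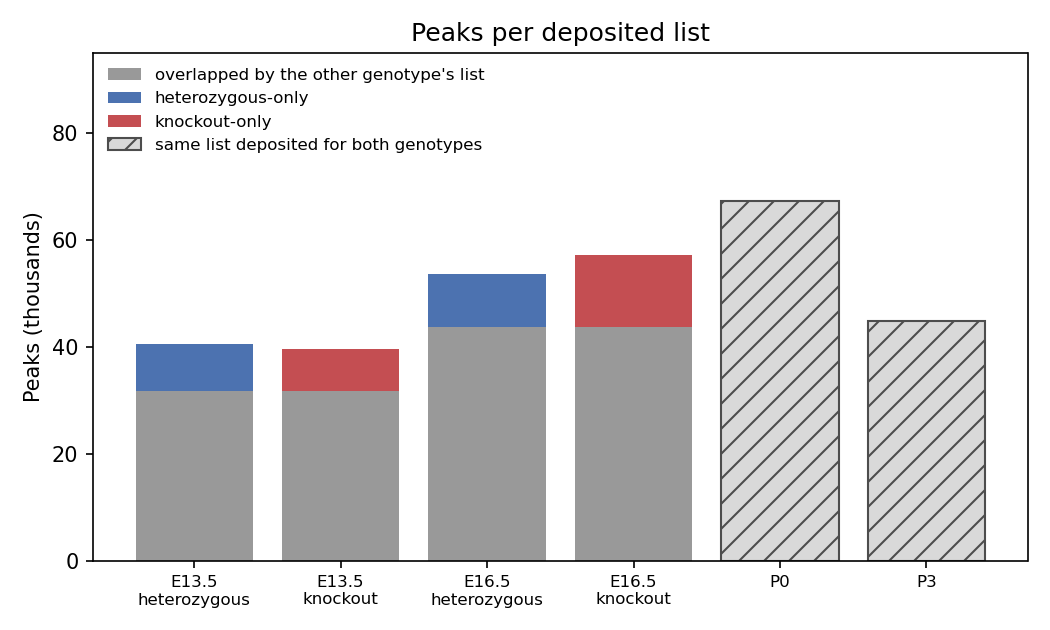
Number of peaks (axis in units of 1000 peaks) in each of the 6 distinct lists. Grey bars are peaks overlapped by at least 1 bp in the other genotype's list of the same stage, coloured bars are peaks found in 1 genotype only, and hatched bars are lists deposited identically for both genotypes. The P0 list is the longest, with 67258 peaks.

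The target gene was examined first. A peak lay within 1000 bp of the lower outer end of *Morc1* (gene ID 17450, chromosome 16) in all 6 distinct lists. It lay at positions 48431012 to 48431512 in E13.5 heterozygous cells and 48430930 to 48431430 in E13.5 knockout cells. At E16.5 it lay at 48430947 to 48431447 in heterozygous cells and at 48430945 to 48431445 in knockout cells. Within the gene, a further peak at 48613793 to 48614293 in E13.5 heterozygous cells had a counterpart at 48613763 to 48614263 in E13.5 knockout cells. One peak, at 48606420 to 48606920, was present in the E13.5 knockout list only. The peak lists thus showed no loss of accessibility at *Morc1* by which the knockout label could be checked.

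At E13.5, 31822 peaks were shared between the genotypes. Of the knockout list, 7737 peaks (19.6%, 95% Wilson interval 19.2 to 19.95) had no overlap in the heterozygous list. Of the heterozygous list, 8626 peaks (21.3%, interval 20.9 to 21.7) had no overlap in the knockout list. At E16.5, 43678 peaks were shared. Here 13439 peaks of the knockout list (23.5%, interval 23.2 to 23.9) and 10009 peaks of the heterozygous list (18.6%, interval 18.3 to 18.97) were found in 1 genotype only. The shares moved most when a reciprocal overlap of 50% was required, which raised the E16.5 heterozygous-only share to 21.0%. Peak centres of shared peaks differed by a median of 26 bp at E13.5 and 34 bp at E16.5. The Jaccard index between genotypes was 0.566 at E13.5 and 0.535 at E16.5. Whether these differences exceed those between replicate samples of 1 genotype could not be measured.

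The ratio of knockout-only to heterozygous-only peaks was 0.897 (interval 0.870 to 0.925) at E13.5 and 1.34 (interval 1.31 to 1.38) at E16.5. Every shared peak overlapped exactly 1 peak of the other list. The excess of 889 heterozygous-only peaks at E13.5 and that of 3430 knockout-only peaks at E16.5 were therefore equal to the differences in list length, and the direction of each ratio follows from the lengths of the lists alone. Broken down by chromosome, a comparison chosen after the data were seen, the ratio at E13.5 ranged over the 19 autosomes from 0.725 (chromosome 9) to 1.13 (chromosome 13). On the X chromosome it was 0.523 (116 knockout-only and 222 heterozygous-only peaks, interval 0.418 to 0.654), below every autosome. At E16.5 the autosomal range was 0.899 (chromosome 3) to 2.19 (chromosome 11), and the X chromosome stood at 2.18 (641 and 294 peaks, interval 1.90 to 2.50).

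**Figure D2:**
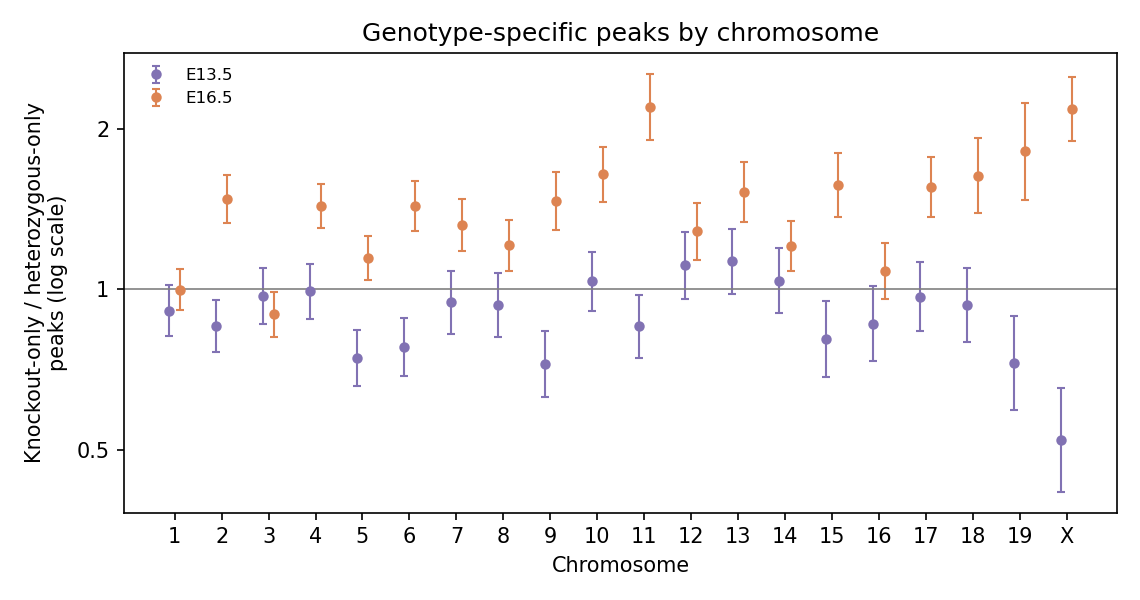
Ratio of knockout-only to heterozygous-only peaks (log scale) for each autosome and the X chromosome at E13.5 and E16.5. Points are ratios and bars are 95% intervals of counting error over peaks; the X chromosome has the lowest ratio at E13.5 (0.523) and the second highest at E16.5 (2.18).

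The lists differed more between E13.5 and E16.5 than between genotypes at either stage. In heterozygous cells, 56.7% of E13.5 peaks were found at E16.5, and 42.7% of E16.5 peaks had been present at E13.5 (Jaccard index 0.271). In knockout cells the corresponding shares were 60.6% and 42.0% (Jaccard index 0.277). All of these shares have intervals within 0.5 percentage points. The P0 list contained 78.0% of the E16.5 heterozygous peaks and 76.8% of the E16.5 knockout peaks. Conversely, 62.3% of P0 peaks were found in the E16.5 heterozygous list and 65.2% in the longer E16.5 knockout list. Of the P3 peaks, 83.6% were in the P0 list, whereas 55.7% of P0 peaks were in the shorter P3 list (Jaccard index 0.394). The Jaccard index between the P0 list and the E16.5 lists was 0.424 for heterozygous and 0.440 for knockout cells.

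**Figure D3:**
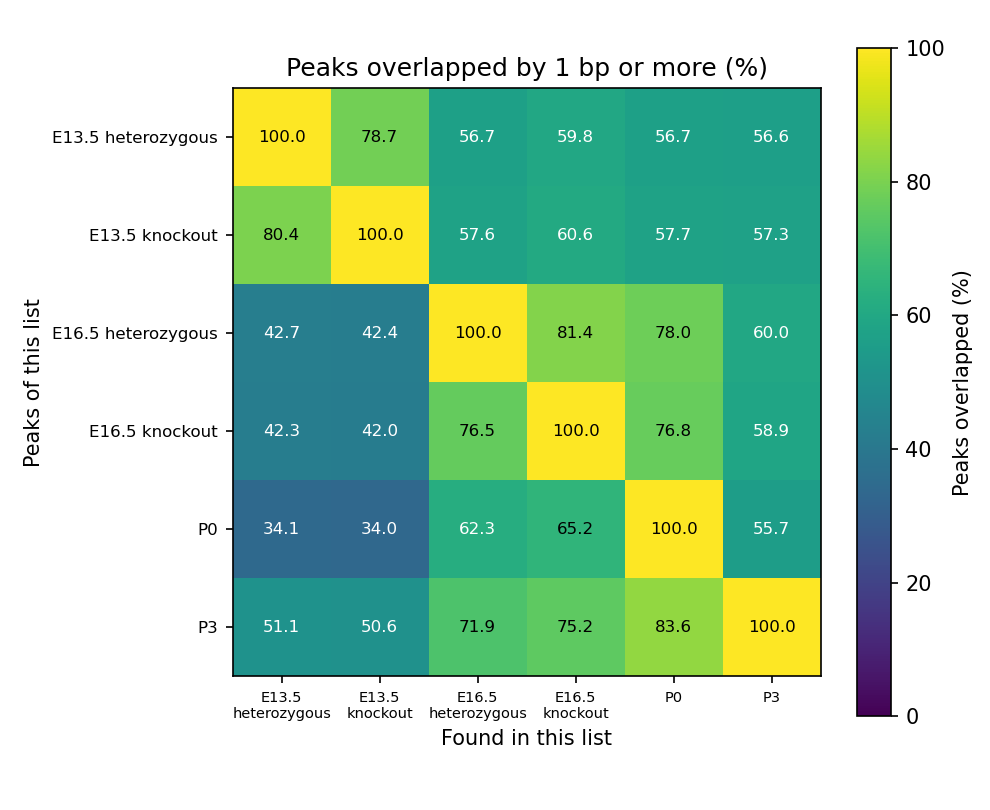
Share of the peaks of each list (rows) that overlap a peak of another list (columns) by at least 1 bp, in percent, for the 6 distinct lists. The 2 genotypes overlap by 76.5% to 81.4% within a stage, while 42.0% to 42.7% of E16.5 peaks overlap an E13.5 list.

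Genotype-specific peaks recurred at other stages less often than shared peaks. Of the E13.5 peaks, 46.0% of the knockout-only set and 43.7% of the heterozygous-only set overlapped a list of any other stage, compared with 76.6% of shared peaks. The intervals of the knockout-only set (44.9 to 47.1) and the heterozygous-only set (42.7 to 44.8) were apart. At E16.5 the shares were 63.4% of knockout-only, 57.3% of heterozygous-only and 91.6% of shared peaks. In single later lists, the 2 E13.5 sets differed less. In the E16.5 heterozygous list the rates were 27.5% for knockout-only and 26.3% for heterozygous-only peaks, and in the E16.5 knockout list they were 30.5% and 29.8%. In the P0 list they were 30.1% and 28.2%, and in the P3 list 25.8% and 25.8%. The intervals of the 2 sets overlapped in each of these 4 lists. The E16.5 knockout-only peaks recurred more often than the E16.5 heterozygous-only peaks in each of the 4 lists of other stages. The shares were 19.4% against 13.6% in the E13.5 heterozygous list and 19.3% against 14.0% in the E13.5 knockout list. In the P0 list they were 49.1% against 45.6%, and in the P3 list 26.3% against 20.5%. None of these 4 pairs of intervals overlapped.

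Peaks were next placed relative to annotated genes. A gene end lay within 1000 bp of 36.2% of E13.5 heterozygous peaks and 37.2% of E13.5 knockout peaks. The share was 29.6% and 28.8% at E16.5, 26.9% at P0 and 33.8% at P3. Peaks moved by 100 kb met a gene end in 8.31% to 10.7% of cases. The share of peaks between genes rose from 28.6% (heterozygous) and 27.6% (knockout) at E13.5 to 43.3% and 43.4% at E16.5. It reached 48.7% at P0 and was 39.4% at P3. Counting protein-coding genes only moved the gene-end shares most, for example to 29.6% for the E13.5 heterozygous list, and left the order of the stages as it was.

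Genotype-specific peaks were less often at gene ends than shared peaks. At E13.5 a gene end was met by 42.5% of shared peaks, 15.2% of knockout-only peaks (interval 14.4 to 15.99) and 12.6% of heterozygous-only peaks (interval 11.95 to 13.4). At E16.5 the shares were 33.4%, 13.9% (interval 13.3 to 14.5) and 12.8% (interval 12.1 to 13.46). The knockout-only and heterozygous-only intervals were apart at E13.5 and overlapped at E16.5. With windows of 500 bp the E16.5 intervals were apart as well, at 10.3 to 11.4 for knockout-only and 9.13 to 10.3 for heterozygous-only peaks, and with protein-coding genes only they overlapped. After a move by 100 kb, 9.56% of E13.5 knockout-only and 8.33% of E13.5 heterozygous-only peaks met a gene end. Part of the E13.5 difference was therefore present in the background. At E16.5 the background was 7.65% and 7.61%. Between genes lay 38.4% of E13.5 knockout-only, 41.8% of E13.5 heterozygous-only, 51.9% of E16.5 knockout-only and 54.6% of E16.5 heterozygous-only peaks.

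**Figure D4:**
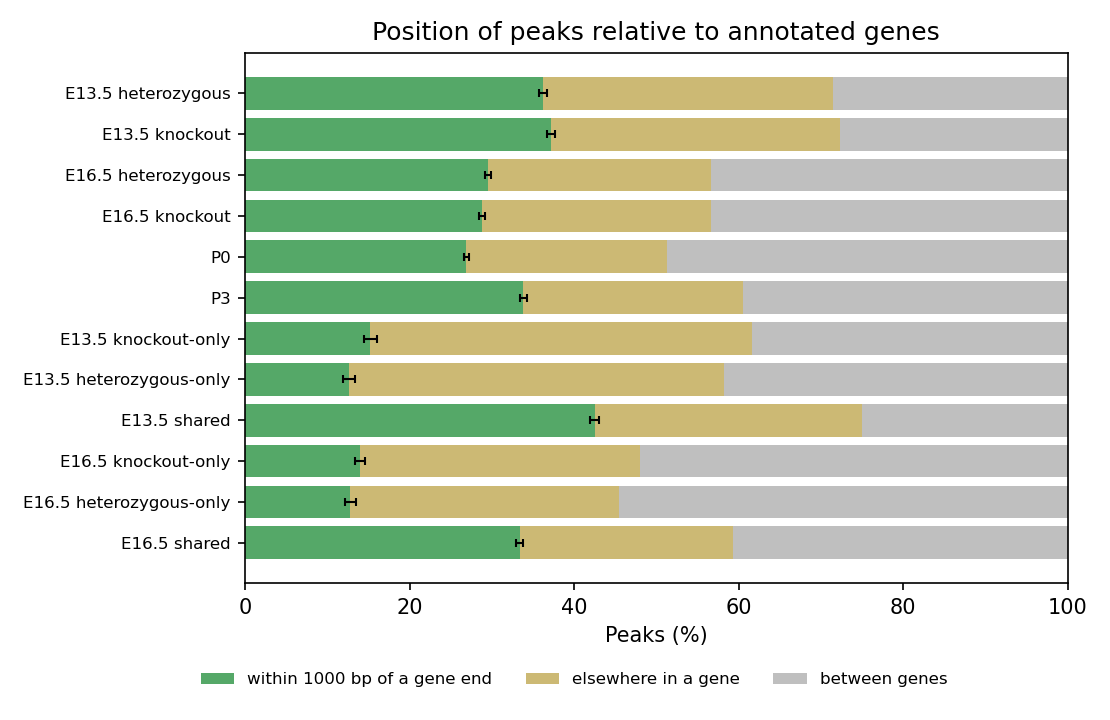
Share of peaks (%) within 1000 bp of an outer gene end, elsewhere in a gene or between genes, for the 6 distinct lists and for the knockout-only, heterozygous-only and shared peaks of E13.5 and E16.5. Black bars are 95% Wilson intervals of the gene-end share; the 4 genotype-specific sets lie between 12.6% and 15.2%, below all other sets.

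Of the 21 listed genes, 9 had a peak at an outer end in all 6 lists: *Morc1*, *Ddx4*, *Dazl*, *Kit*, *Piwil4*, *Mov10l1*, *Zbtb16*, *Sycp3* and *Gapdh*. With windows of 500 bp, *Gapdh* had such a peak in none of the lists, and *Dazl* lost it in the heterozygous lists of E13.5 and E16.5 while the other 4 lists held it. No list had a peak at an outer end of *Actb*, *Dnmt3a*, *Piwil2* or *Nanos2*. The first 3 of these had a peak elsewhere within the gene in all 6 lists, and *Nanos2* in 0 of 6. *Pou5f1* and *Tdrd9* had a gene-end peak in both E16.5 lists and at P0 but in neither E13.5 list nor at P3, and *Stra8* had one at P3 only.

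The genotypes differed at 4 of the 21 genes at E13.5. Gene-end peaks were found in the heterozygous list only at *Dppa3* (chromosome 6, 122626157 to 122626657) and *Gfra1* (chromosome 19, 58455571 to 58456071). They were found in the knockout list only at *Dnmt3l* (chromosome 10, 78043202 to 78043702) and *Nanos3* (chromosome 8, 84176469 to 84176969). At *Dppa3* a gene-end peak was found again at P0 (122626198 to 122626698) and in no other list. *Gfra1* and *Nanos3* had a gene-end peak in no other list. The *Dnmt3l* peak was present in both genotypes at E16.5, and it lay outside the narrower window of 500 bp in every list. At E16.5 the genotypes differed at 1 gene, *Nanog*, whose gene-end peak was present in the knockout list (chromosome 6, 122707046 to 122707546) and missing from the heterozygous list. Both E13.5 lists held that *Nanog* peak, and the P0 and P3 lists did not. Each of these differences rests on the presence of 1 peak in 1 list, without a height or a replicate.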

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

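The ratio over all chromosomes and recurrence in each list of another stage were planned measures. Their use to weigh explanations, and all other tests in this part, were chosen after the results were seen. Each test concerns a genotype contrast that went one way at E13.5 and the other way at E16.5. With 1 list per stage and genotype, the difference between the stages was not tested.

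The ratio of knockout-only to heterozygous-only peaks was 0.897 at E13.5 and 1.34 at E16.5. Since shared peaks pair 1 to 1, the direction of both ratios follows from the list lengths. A difference in sequencing depth or in the peak threshold may produce them. Recurrence at other stages was examined as a guide to the quality of the private peaks: 46.0% of knockout-only peaks against 43.7% of heterozygous-only peaks at E13.5, and 63.4% against 57.3% at E16.5, were found in another stage's list. These shares include the P0 and P3 lists, whose genotype is unknown. In the E13.5 lists, E16.5 knockout-only peaks also recurred more often than heterozygous-only peaks. The shares were 19.4% against 13.6% in the heterozygous list and 19.3% against 14.0% in the knockout list. At E16.5 the longer list therefore had the better supported private peaks, which a deeper knockout library and a real gain of accessible regions would both give. At E13.5 the shorter knockout list had the better supported private peaks (interval 44.9 to 47.1 against 42.7 to 44.8). By the same reasoning a deeper heterozygous library would give the reverse. The difference was small, however, and in single lists of other stages the intervals overlapped, which by itself does not show equal shares. A difference in threshold also stays open. Without read counts or peak scores, such technical differences and an effect of genotype cannot be told apart at either stage.

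On the X chromosome the same ratio was 0.523 at E13.5 and 2.18 at E16.5. At E13.5 the autosomes together gave 0.907, but this pooled value does not exclude list length, which may act unevenly across chromosomes. Gene density is argued against, because autosomal windows with the gene density of the X peaks gave 0.902. The lowest of 5 gene-density classes of the autosomes gave 0.780. The X interval ended at 0.654, and no autosome was below 0.725. The intervals of chromosome 9 (0.628 to 0.836) and chromosome 19 (0.595 to 0.892) reached into the X interval, however. Within each class X was below the autosomes, but barely so in windows with 0 to 1 gene (0.833 against 0.843, 22 X peaks). At E16.5 gene density is argued against in the same way: the match gave 1.31 and the highest class of the autosomes 1.64 (interval 1.54 to 1.75), both under the X interval of 1.90 to 2.50. Within each class X was above the autosomes, but by little in windows with 20 or more genes (1.40 against 1.31, 36 X peaks). The autosomes together gave 1.32, but chromosome 11 stood at 2.19, so X was not outside the spread of single chromosomes in lists of these lengths. List length cannot be told apart from a shift of the X chromosome at either stage, as a longer list may gain peaks unevenly across chromosomes. A different share of XX cells in a list is a further candidate explanation. Y chromosome peaks numbered 7 in the knockout and 8 in the heterozygous list at E13.5, and 18 and 15 at E16.5, too few to decide. GC content was not tested, as no genome sequence was used here. A stage-dependent effect of *Morc1* on the X chromosome stays open and untested. Counts per sample would show whether the X difference exceeds that between replicates.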

How the results depend on the processing

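No paired analysis was possible because each list stands for a whole group and carries no value per replicate; for the same reason leaving out replicates was not run. Stricter thresholds and equal list sizes were not run, since the peaks carry no score and 1 width. Equal sizes would also fix the ratio of private peaks at 1 by construction. The share of repeat-masked bases, its alternatives included, was not run without a genome sequence. Merging peaks within 500 bp says nothing about stability: the smallest gaps in the 6 lists were 499 to 517 bp, so merging removed 1 peak from the E16.5 heterozygous list, 1 from the P0 list and 0 from the others. None of the results has a test, so a share or ratio counts as moved when it left the 95% interval of the reported one. These intervals are narrow, and of 78 shares and ratios recomputed without merging, 22 stayed inside and 56 moved. The 6 counts of listed genes have no interval and were compared by a factor of 1.5. Of the 78, 10 were added after seeing the data: 6 gene-poor shares, which moved, and 4 X chromosome ratios, which stayed (0.560 and 0.498 at E13.5, 1.964 and 2.29 at E16.5).

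Restricting to autosomes left all 6 recomputed values inside their intervals. A reciprocal overlap of 50% raised the private shares at E13.5 to 20.6% (knockout) and 22.4% (heterozygous), and at E16.5 to 25.8% and 21.0%. Counting peaks within 500 bp as shared lowered them to 18.95% and 20.7% at E13.5 and to 22.6% and 17.7% at E16.5. A stricter rule raises these shares and a looser rule lowers them by construction, and the order of the genotypes was the same under both. The E16.5 ratio of private peaks became 1.30 under the reciprocal rule, because the rule adds the same number of private peaks to both genotypes. The E13.5 ratio stayed within its interval.

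The reciprocal rule lowered all 10 shares between consecutive stages, as a stricter rule must. E13.5 peaks found at E16.5 became 54.8% (heterozygous) and 58.5% (knockout), and the reverse shares 41.3% and 40.5%. E16.5 peaks found at P0 became 74.4% and 73.6%, and P0 peaks found at E16.5 became 59.4% and 62.5%. P0 peaks found at P3 became 52.5%, and P3 peaks found at P0 became 78.9%. Of the 16 recurrence shares of private peaks, those that moved were E13.5 knockout-only peaks in the E16.5 heterozygous (26.1%), E16.5 knockout (29.1%) and P0 (27.9%) lists, and E13.5 heterozygous-only peaks in the P0 list (27.0%). The others were E16.5 knockout-only peaks in the E13.5 knockout (18.5%) and P0 (46.5%) lists, and E16.5 heterozygous-only peaks in the P0 list (42.2%). The cause was not tested, since the rule changes both the sets and their overlaps. In each of the 4 lists of other stages, E16.5 knockout-only peaks still recurred more often than heterozygous-only peaks.

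Gene-end shares fall by construction with narrower windows and with fewer genes. With 500 bp on each side they were 32.5% and 33.4% for the E13.5 heterozygous and knockout lists, 26.3% and 25.6% at E16.5, 23.7% at P0 and 30.6% at P3. Shared, knockout-only and heterozygous-only peaks gave 38.7%, 11.5% and 9.48% at E13.5 and 30.1%, 10.8% and 9.69% at E16.5. The E16.5 knockout-only and heterozygous-only intervals, which overlapped with 1000 bp, were then apart. The distance between the 2 shares was about the same with 1000 bp (13.9% and 12.8%), and the intervals were narrower at the lower shares. With protein-coding genes only, the lists gave 29.6% and 30.5% at E13.5, 22.9% and 21.9% at E16.5, 19.4% at P0 and 26.3% at P3. The peak sets gave 36.0%, 8.21% and 6.23% at E13.5 and 26.7%, 6.54% and 6.49% at E16.5. Under both, the stages kept their order and shared peaks stayed above private peaks. The counts of chosen genes with a gene-end peak stayed within 1.5 times the reported ones, although with 500 bp the *Dnmt3l* difference at E13.5 was lost. *Dazl* then differed between the genotypes at E13.5 and E16.5, each time with a peak in the knockout list. The heterozygous lists of both stages held a *Dazl* peak within 1000 bp, so it lay outside the narrower window and was not missing.

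The unknown depth limits every count of peaks and every private share, and it does not limit the finding that the P0 lists, and the P3 lists, are identical.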

Other observations

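The tests in this part were chosen after the patterns were seen.

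The P0 lists of the 2 genotypes are identical in all 67258 rows and the P3 lists in all 44760. Separate peak calls that came out equal are argued against by the other stages, where at most 1.20% of overlapping peaks had identical coordinates. One list deposited under both names, or 1 list called jointly for both genotypes, stays open, and no table here separates these. Which genotype the P0 and P3 lists describe was not inferred.

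If most private peaks marked a genotype effect present at both E13.5 and E16.5, knockout-only peaks of E13.5 would meet knockout-only peaks of E16.5 in excess. Of the E13.5 knockout-only peaks, 643 overlapped an E16.5 knockout-only and 403 an E16.5 heterozygous-only peak. Of the E13.5 heterozygous-only peaks, 668 and 364 did. The odds ratio for the same direction was 0.869 (95% interval 0.727 to 1.04), and 10000 random relabellings of the E13.5 private peaks gave 0.835 to 1.20 in their central 95%. The direction of a private peak at E13.5 therefore carried no detectable information on its direction at E16.5. This argues against a lasting effect at most of these peaks; an effect at a few, or one that starts after E13.5, is not excluded. The libraries of the 2 stages are separate samples, so this is the closest check on noise in the private peaks that these lists allow.

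The E16.5 knockout-only peaks were found at E13.5 more often than the heterozygous-only peaks, which might reflect delayed development in the knockout. Regions open at E13.5 in both genotypes and in neither the P0 nor the P3 list were present in 17.4% of cases in the E16.5 knockout list and 13.4% in the heterozygous list (odds ratio 1.36). A delay would lower the share of late regions, those in the P0 and P3 lists and not at E13.5. These were also more frequent in the knockout list, at 72.5% against 68.2% (odds ratio 1.23), as were regions of all stages, at 95.6% against 93.3% (odds ratio 1.55). A longer reach of the knockout list would raise every class, and a small delay beneath it cannot be told apart without read depth.

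Peaks moved into gene-poor territory after E13.5. Of the 1 Mb windows, 25.03% hold at most 1 protein-coding gene. They contained 9.88% of E13.5 heterozygous and 9.56% of E13.5 knockout peaks, then 25.1% and 23.7% at E16.5, 27.4% at P0 and 19.6% at P3. In 500 kb windows, an alternative added after seeing the data, the values were 20.6%, 19.6%, 37.2%, 36.2%, 40.5% and 32.3% in the same order. List length alone is argued against by the E13.5 peaks of both genotypes joined. These number 48185, more than the 44760 of P3, and 10.7% of them (interval 10.4 to 10.98) were gene-poor, against 19.6% at P3. The extra peaks of P3 by themselves give no such bound for both genotypes. If all were gene-poor, the share would be 18.6% from the E13.5 heterozygous list (4312 extra peaks) and 20.1% from the knockout list (5201 extra peaks, of which 95.9% would have to be gene-poor). Weaker peaks entering the lists were examined through the private peaks of E13.5. In 1 Mb windows E13.5 heterozygous-only peaks reached 15.97%, while E16.5 peaks shared by both genotypes stood at 23.3%. In 500 kb windows the values were closer, at 31.0% and 35.1%, with P3 at 32.3%. These values argue against weaker peaks as the whole cause at E16.5 only if private peaks stand for weaker ones. That cannot be checked without a score. An opening of gene-poor chromatin between E13.5 and E16.5, in both genotypes, is consistent with these values, as is a difference in library preparation between stages, which was not tested. At E16.5 the heterozygous-only peaks were more often gene-poor (32.8%) than the knockout-only peaks (25.04%).

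A segment of another strain carried along with the targeted allele might create private peaks near *Morc1*. Within 5 Mb of the gene, 26.7% of E16.5 knockout peaks were private (59 of 221, interval 21.3 to 32.9), against 22.9% on the rest of chromosome 16. At E13.5 the shares were 20.5% and 19.4%. Of the heterozygous peaks within 5 Mb, 25.6% were private at E13.5 (32 of 125, interval 18.8 to 33.9), against 21.6% on the rest of the chromosome. At E16.5 the heterozygous shares went the other way, at 19.8% and 22.0%. No excess was detectable with this number of peaks, and a small one cannot be ruled out.

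Local grouping of private peaks was tested only by the fullest 200 kb window of each set. Grouping elsewhere or at other scales was not tested. The fullest 200 kb window held 10 E16.5 heterozygous-only peaks, and 2.4% of 1000 random choices of as many peaks from the list gave a window as full. Over the 4 sets tried this comes to 9.6%, so random choice among the peaks of the list is a possible explanation. In the other sets 31.8%, 90.6% and 92.3% of choices did so.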
